A study of Homo sapiens with 24 samples.

How the data were processed

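RNA was measured in 24 libraries of the bladder cancer lines J82 and RT-112, with 8 groups of 3 biological replicates. Total RNA was extracted with a column kit and sequenced by a service company, per the labels' protocols. The authors deposited 1 table of raw counts per gene symbol for all libraries, with no normalization. The aligner, the counting program, the genome build, the annotation and whether counting used strand were not stated in the labels or the file, so no coordinates are given. All values in the table were whole numbers, and every column was matched to a sample by its title (0 columns unmatched, 0 lines without a gene name). The labels do not say how the CD44 Low, CD44 High and CD44v6 lines were made, and no such step is assumed.

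Gene counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with filterByExpr, libraries were scaled with TMM factors, and quasi-likelihood F-tests (glmQLFit and glmQLFTest) were fitted per line on its 12 libraries with group as the only term. This left 15951 genes in J82 and 15645 in RT-112, with a common biological coefficient of variation of 0.183 and 0.152. P-values were adjusted with the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. All tests were two-sided. Each line gave 6 comparisons, 12 in all. Fold changes are on the log2 scale, and levels are CPM (a gene's share of its library after TMM scaling, on a fixed common scale), computed from the deposited counts. A difference between the lines was tested as an interaction contrast over all 24 libraries (17438 genes) for 3 comparisons: CD44v6 against parental cells, CD44 High against CD44 Low, and CD44v6 against CD44 High. For named genes the same contrast was also read in the other comparisons. Gene lists (epithelial, mesenchymal, luminal urothelial, basal urothelial, drug and platinum handling, stem-like; 115 of 116 genes present) were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 36 tests. CD44 was left out of all lists. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

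The design, the lists, the rule for naming genes and the alternatives were set before the data were examined, except where stated. Genes are named by this rule: CD44; in the 3 comparisons listed above, the 2 genes with the largest increase and the 2 with the largest decrease per line among those called, with an average log2 CPM of at least 3 and no overlap between the groups; in each comparison, the 3 genes called in both lines with the same sign whose smaller change is largest; and list genes called in both lines. Genes named for another reason are said to be so.

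At 16752825 to 24419670 counts per library, both counting error and the spread between replicates set the precision, and counting error weighs most for genes near the naming limit and in the parental groups, whose replicates were closest. Replicates were compared for repeated deposits: over 24 pairs, chi-square per degree of freedom ran from 6.42 to 63.7, so none agree within sampling noise. Between 11 and 22 genes per group had a count of 0 in a library although their summed count reached 100. Symbols were matched to a RefSeq gene table of assembly GRCh38.p14 (34000 of 35993, 94.5%), used for names and for which genes neighbour each other. GENCODE 29 served for gene overlaps, GC content and transcript length. Either can differ from the annotation behind the counts.

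The groups share replicate numbers 1 to 3 in the labels, which do not say what the numbers mark. Pairing was checked by correlating the deviations of same-numbered libraries from their group means across genes. Of the 12 comparisons, every correlation was over 0.1 for 1, J82 CD44 High against CD44 Low (0.20, 0.28 and 0.30); there the pairing comes from the data and not from the labels.

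The alternatives were other scalings (median-of-ratios factors, upper quartile), no filter or a mean of at least 50 counts, the DESeq2 1.42.0 Wald test, fits on the 2 groups compared or on all 24 libraries, a replicate block, an added minimum log2 fold change of 1, leaving out each library, a prior count of 0.5, and for the lists camera with estimated correlation and fry. A fit on replicates 1 and 2 of J82 was added after the data were seen. The main steps were tested on simulated data with 200 changed genes: 4 to 7 unchanged genes were called per simulation. Analyses of transcripts, splice variants and sequence were not possible from counts per gene. The result of a gene that met the rules for naming is not reported here, and the figure of named genes leaves it out.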

Results

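Transcript levels were measured by RNA sequencing in 24 libraries from 2 human bladder cancer cell lines, J82 and RT-112. Each line contributed 4 groups of 3 biological replicates: the parental cells and lines labelled CD44 Low, CD44 High and CD44v6. CD44 is a cell-surface receptor whose transcript is alternatively spliced, and CD44v6 denotes the isoforms that carry the v6 variant exon. The deposited table gave raw counts for 35993 gene symbols, of which 8616 were at 0 in every library. Total counts per library ran from 16752825 (J82 CD44v6 replicate 2) to 24419670 (RT-112 CD44 Low replicate 1). Between 18891 and 20555 genes had at least 1 count in a library. The signal recognition particle and 7SK RNAs (RN7SL1, RN7SL2, RN7SL4P and RN7SK) took 4.16% to 7.76% of the counts.

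CD44 was examined first, since the groups are named for it. In J82 its level was 448 ± 46.9 CPM (counts scaled to a common library size; SD, n = 3) in parental cells, 280 ± 28.7 CPM in CD44 Low, 734 ± 32.6 CPM in CD44 High and 806 ± 240 CPM in CD44v6. In RT-112 the corresponding levels were 319 ± 27.3, 138 ± 18.8, 423 ± 77.1 and 437 ± 64.8 CPM. CD44 was lower in CD44 Low than in parental cells, with a log2 fold change of -0.68 (SE 0.17, adjusted p = 0.0329) in J82 and -1.20 (SE 0.15, adjusted p = 0.00123) in RT-112. It was higher in CD44 High than in CD44 Low by 1.39 (adjusted p = 0.00012) in J82 and by 1.61 (adjusted p = 7.39e-05) in RT-112. Against parental cells, the increase in CD44 High and CD44v6 passed the threshold in J82 (0.71, adjusted p = 0.0355, and 0.85, adjusted p = 0.0214). It did not pass in RT-112 (0.41, adjusted p = 0.272, and 0.46, adjusted p = 0.163). CD44 did not differ between CD44v6 and CD44 High in J82 (0.13, adjusted p = 0.797) or RT-112 (0.05, adjusted p = 1). A count per gene does not separate the v6 isoforms from other CD44 transcripts, so these values describe all CD44 transcripts together. The differences against parental J82 cells depended on group size: for CD44 Low the adjusted p ran from 0.058 to 0.131 over the 6 fits that each left out one replicate, and for CD44 High from 0.0783 to 0.177.

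**Figure D1:**
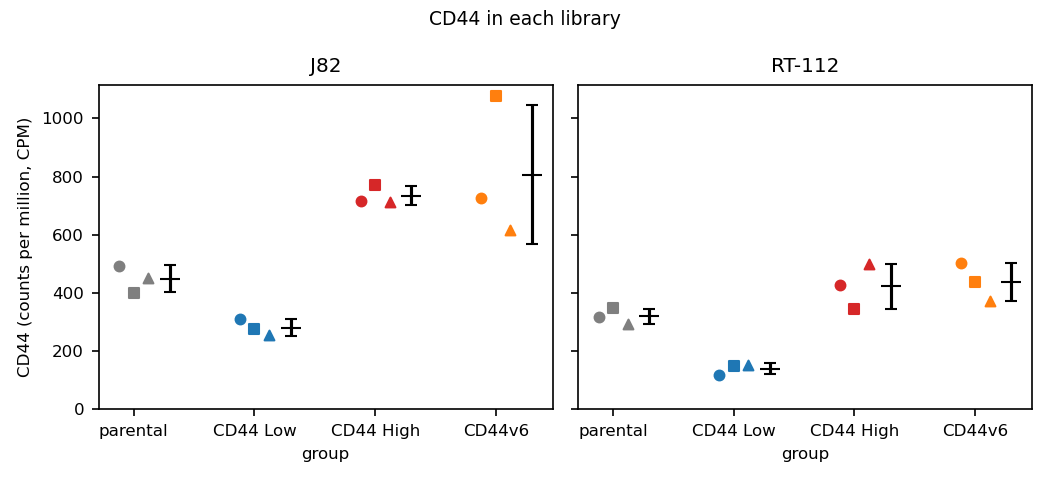
CD44 in each library, in CPM after TMM scaling, by group for J82 (left) and RT-112 (right); circles, squares and triangles are replicates 1, 2 and 3, and the bars give the mean and SD of 3 replicates. Replicate 2 of J82 CD44v6 stands at 1076 CPM, above the other two at 725 and 617 CPM.

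Replicates of the parental cells were closer to each other than those of the other groups. The biological coefficient of variation was 0.0809 in parental J82 and 0.104 in parental RT-112. In the CD44 Low, CD44 High and CD44v6 groups it ranged from 0.137 (RT-112 CD44v6) to 0.246 (J82 CD44v6). In each line the first principal component, with 23.4% of the variance in J82 and 28.2% in RT-112, placed CD44 Low on one side and CD44 High on the other. In J82 the CD44 Low libraries lay between -63.2 and -28.8 on it and the CD44 High libraries between 26.2 and 35.0. In RT-112 replicate 3 of CD44 High, at 3.62, lay nearer to the parental libraries than replicates 1 and 2, at 38.7 and 36.5.

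**Figure D2:**
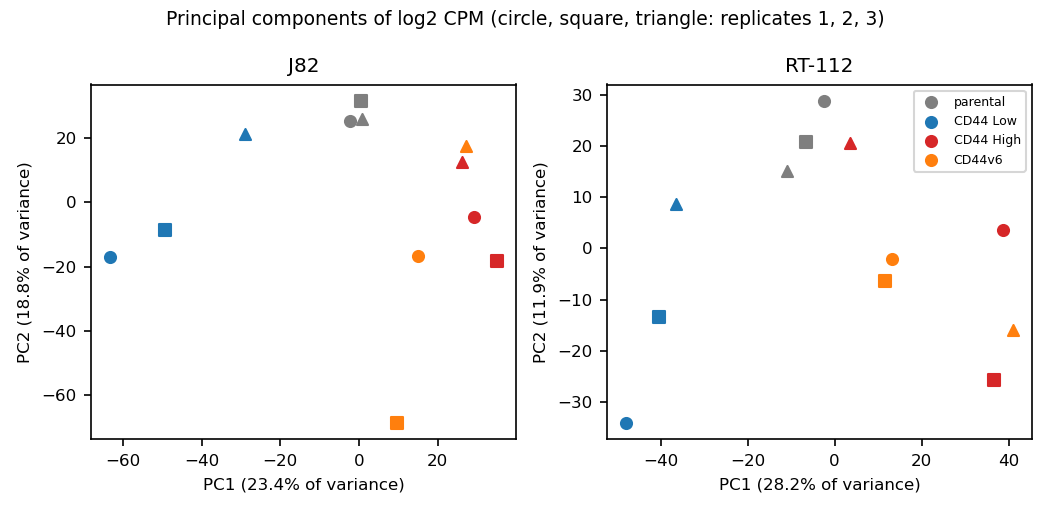
First and second principal components of log2 CPM for the 12 libraries of J82 (left) and of RT-112 (right), with colours for the groups and symbols for replicates 1, 2 and 3. In both lines CD44 Low lies at the negative end of the first component, and replicate 2 of J82 CD44v6 lies apart on the second at -68.6.

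The comparisons with parental cells asked which genes differed in each CD44-defined line from the cells it is named after. At an adjusted p under 0.05, 852 of 15951 genes differed in J82 CD44 Low (360 higher, 492 lower), 469 in CD44 High (273 higher, 196 lower) and 415 in CD44v6 (297 higher, 118 lower). In RT-112, 500 of 15645 genes differed in CD44 Low (208 higher, 292 lower), 80 in CD44 High (39 higher, 41 lower) and 96 in CD44v6 (45 higher, 51 lower). These counts depended on the fit. When only the 6 libraries of the 2 groups compared were used, the number for RT-112 CD44v6 rose to 953. The counts also changed when single libraries were left out. Without parental replicate 1 the counts in J82 were 122 for CD44 High and 32 for CD44v6, whereas without replicate 3 of CD44v6 the latter was 1120. Without parental replicate 2, 312 genes were called in J82 CD44 Low, 142 in RT-112 CD44 Low and 25 in RT-112 CD44v6. For RT-112 CD44 High the count was 18 without its replicate 1 and 196 without its replicate 3.

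**Figure D3:**
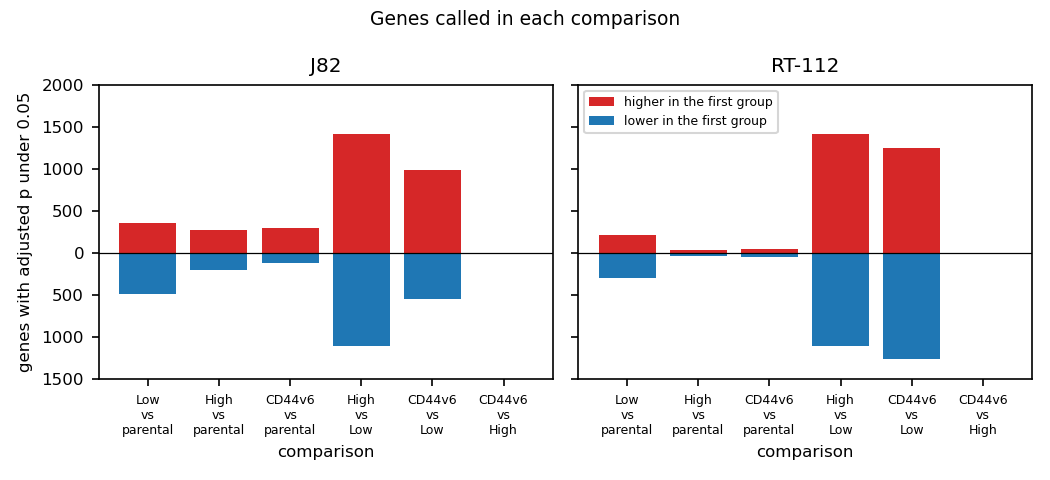
Number of genes with an adjusted p under 0.05 in each of the 6 comparisons in J82 (left) and RT-112 (right); red bars count genes higher in the group named first and blue bars those lower. The comparisons of CD44 High and CD44v6 with CD44 Low gave between 1528 and 2508 genes, and those of CD44v6 with CD44 High gave 0.

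Among genes called in J82 CD44v6 against parental cells, CXCL8 and NR4A1 had the largest increases. CXCL8 was at 22.7 ± 10.4 CPM against 2.71 ± 0.379 CPM (log2 fold change 3.07, SE 0.52, adjusted p = 0.0118), and NR4A1 at 14.9 ± 9.15 against 2.41 ± 0.609 CPM (2.61, SE 0.60, adjusted p = 0.0404). BCYRN1 (-1.84, adjusted p = 0.026) and IGFBP5 (-1.53, adjusted p = 0.00367) had the largest decreases. Of these, IGFBP5 passed in all 6 fits that left out one replicate, CXCL8 in 3, and NR4A1 and BCYRN1 in 1 each. In RT-112 CD44v6 the largest increases were those of TNFAIP3 (1.88, SE 0.37, adjusted p = 0.0412) and KLF10 (1.37, SE 0.18, adjusted p = 0.00399). The largest decreases were in RNU2-6P (-2.68, adjusted p = 0.00708) and RNU1-2 (-1.98, adjusted p = 0.0206). These last 2 are copies of small nuclear RNA genes that are nearly identical to others, so their counts are uncertain. TNFAIP3 lost its call in 5 of the 6 fits with one replicate left out and RNU1-2 in 4.

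TNFAIP3, CSRNP1 and KLF10 were the 3 genes with the largest increases shared by both lines in CD44 High and in CD44v6 against parental cells. TNFAIP3 rose by 2.23 in J82 CD44 High, from 54.3 ± 7.39 to 255 ± 91.1 CPM, and by 2.12 in RT-112 CD44 High, from 29.9 ± 13.4 to 129 ± 61.3 CPM (adjusted p = 0.00446 and 0.0255). With one replicate left out, TNFAIP3 lost its call in 4 of the 6 fits in RT-112 CD44 High and in 2 in J82 CD44v6. CSRNP1 rose by 2.03 and 1.31 in the CD44 High groups and by 1.95 and 1.32 in the CD44v6 groups. KLF10 rose by 1.11 and 1.20 in CD44 High and by 0.97 and 1.37 in CD44v6. In such fits KLF10 lost its call in 3 of 6 in J82 CD44v6 (adjusted p up to 0.103) and in 2 in RT-112 CD44 High, and CSRNP1 in 2 in J82 CD44v6 and in 1 in each CD44 High group. KLF4, from the stem-like list, was higher in CD44v6 than in parental cells by 0.94 in J82 (adjusted p = 0.00358) and by 0.82 in RT-112 (adjusted p = 0.0105), where it lost its call in 3 of the 6 fits (adjusted p up to 0.0724). These rises were not confined to the groups with higher CD44. In CD44 Low against parental cells KLF4 rose by 0.94 in J82 and 0.75 in RT-112 and CSRNP1 by 1.75 and 1.03, all called. KLF10 was called there in RT-112 (0.82) and not in J82 (0.52, adjusted p = 0.112), and TNFAIP3 in neither line (adjusted p = 0.0719 and 0.461). In CD44 Low, the shared genes with the largest changes were H3C3, NT5E and H4C13, all of them lower than in parental cells. The log2 fold change of NT5E was -1.45 in J82 (adjusted p = 4.6e-05) and -1.97 in RT-112 (adjusted p = 0.000386), that of H3C3 was -1.60 and -1.81, and that of H4C13 was -1.43 and -1.42. H3C3 and H4C13 belong to a family of similar histone genes between which reads can be split.

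The 3 comparisons against parental cells shared those libraries, so the correlation of their fold changes was set against simulated groups with no change. Across genes, the fold changes of CD44 High and CD44v6 correlated at 0.62 in J82 and 0.69 in RT-112. Unchanged groups gave a mean of 0.50 in J82 and 0.49 in RT-112, with maxima of 0.54 and 0.52 over 10 simulations. Those of CD44 Low and CD44 High correlated at 0.26 and 0.18, against simulated means of 0.50. The simulation gave every group the same spread per gene, whereas parental replicates were closer to each other. Their biological coefficient of variation was 0.0809 in J82 and 0.104 in RT-112, against 0.137 to 0.246 in the other groups. Less parental error lowers the correlation of unchanged groups. Values below 0.50 therefore decide nothing, and the margin of 0.62 and 0.69 over it is not calibrated. In J82, 39 genes were higher and 8 lower in all 3 groups than in parental cells, and in RT-112, 9 were higher and 26 lower. Most of the 26 were SNAR-A and SNAR-B genes, which are nearly identical copies with uncertain counts. Apart from WDR74 and VMP1, named here after their values were seen, the rest were RNU1, RNU2, RNU4, RNY and tRNA genes. Small nuclear RNA genes summed to 628 to 731 CPM in the parental RT-112 libraries and to 108 to 400 CPM in the other RT-112 libraries. In the simulated groups, 0 genes were called in all 3 groups in either direction. Those groups held no changed gene, so they do not measure how many of the shared genes come from error in the shared parental libraries.

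CD44 High and CD44 Low were compared to ask which genes go with the CD44 level. The labels do not say whether the replicates of a group were derived separately. The tests may therefore not cover the spread between derivations, and a difference need not follow from the CD44 level. In J82, 2508 genes differed (1408 higher, 1100 lower in CD44 High), and in RT-112, 2507 (1409 higher, 1098 lower). The excess of higher genes in RT-112 depended on the setting. It reversed without a filter (942 higher, 1037 lower) and with all 24 libraries in one fit (1044 and 1180). It also reversed with a minimum log2 fold change of 1 (233 and 264). It held with the other scalings, the filter of a mean of at least 50 counts, DESeq2, the 2 groups compared and the replicate block. CD44v6 against CD44 Low gave 1528 genes in J82 (986 higher, 542 lower) and 2504 in RT-112 (1247 higher, 1257 lower). Leaving out replicate 2 of CD44 High lowered the J82 count for CD44 High against CD44 Low to 1578. Leaving out replicate 1 of CD44 High lowered the RT-112 count to 1230, and leaving out replicate 3 of CD44v6 lowered that for CD44v6 against CD44 Low to 1004. In J82 the largest increases in CD44 High were those of RFLNA (21.0 ± 3.65 against 1.34 ± 0.938 CPM; log2 fold change 3.97, SE 0.33, adjusted p = 5.58e-06) and CDCP1 (29.4 ± 0.368 against 2.87 ± 0.147 CPM; 3.36, SE 0.18, adjusted p = 2.15e-07). The largest decreases were those of IGFBP5 (26.3 ± 6.67 against 345 ± 66.6 CPM; -3.71, SE 0.22, adjusted p = 3.8e-07) and UGT1A7 (-3.43, SE 0.37, adjusted p = 5.28e-05). UGT1A7 shares exons with other genes of its locus, so its count is uncertain. In RT-112 the largest increases were those of CD109 (22.8 ± 13.9 against 2.51 ± 0.528 CPM; 3.18, SE 0.49, adjusted p = 0.00136) and MMP13 (21.3 ± 9.29 against 2.95 ± 0.65 CPM; 2.84, SE 0.33, adjusted p = 0.000268). The largest decreases were those of DHRS2 (5.26 ± 0.301 against 46.9 ± 7.37 CPM; -3.15, SE 0.15, adjusted p = 4.17e-07) and ALPG (8.53 ± 5.73 against 71.1 ± 23.5 CPM; -3.07, SE 0.40, adjusted p = 0.000471). ALPG has close paralogs and its count is uncertain. All of these named genes passed in each of the 6 fits that left out one replicate.

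CD44v6 and CD44 High were compared to ask what distinguishes the v6-defined line from one defined by total CD44. No gene had an adjusted p under 0.05 in either line. At an unadjusted p under 0.05 there were 1536 genes (9.63% of those tested) in J82 and 665 (4.25%) in RT-112. DESeq2 called 77 genes in J82 and 2 in RT-112. Without replicate 2 of RT-112 CD44 High, edgeR called 431 genes in RT-112. Counts were simulated with 200 changed genes and the same spread per gene in all groups of a line. There, 56.0% of genes changed by 1 on the log2 scale were called in J82 (15642 genes tested) and 64.0% in RT-112 (15387 genes tested). Of genes changed by 2, 83.0% were called in both lines. The biological coefficient of variation was 0.246 in J82 CD44v6 and 0.165 in J82 CD44 High, against 0.183 over all J82 libraries. In RT-112 it was 0.137 and 0.200, against 0.152. The simulated shares can therefore be too high for the 2 groups compared.

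The lines were then compared gene by gene over the 14237 genes tested in both. For CD44 High against CD44 Low, 390 genes were called with the same sign in both lines and 160 with opposite signs, where independent lists would share 184 and 174. For CD44v6 against CD44 Low the numbers were 279 and 91, with 109 and 108 for independent lists. For CD44 Low against parental cells they were 123 and 9, with 12.1 and 11.5. CD44 High and CD44v6 against parental cells shared 17 and 15 genes with the same sign and 1 and 0 with opposite signs. Without RT-112 parental replicate 2 the 123 became 52 and the 17 became 1, and without J82 parental replicate 1 the 15 became 4. NT5E, ANKRD1 and UBE2C had the largest shared changes in CD44 High against CD44 Low. NT5E was higher by 2.14 in J82 and by 2.84 in RT-112 (adjusted p = 2.15e-07 and 1.58e-05), and UBE2C by 1.43 and 1.55. ANKRD1 was at 420 ± 34.8 against 70.9 ± 22.6 CPM in J82 (adjusted p = 1.67e-05) and at 29.4 ± 5.84 against 10.3 ± 2.81 CPM in RT-112 (adjusted p = 0.000512). NT5E, ANKRD1 and CD44 itself led the genes shared by both lines in CD44v6 against CD44 Low, where NT5E was higher by 1.75 and 2.64 and ANKRD1 by 2.61 and 1.71. The rise of NT5E there differed between the lines (J82 minus RT-112 -0.91, adjusted p = 0.0143 in the interaction contrast). No such difference was detected for ANKRD1 (0.89, adjusted p = 0.11) or CD44 (-0.15, adjusted p = 0.793).

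Whether a comparison differed between the lines was tested directly over all 24 libraries (17438 genes). For CD44 High against CD44 Low, 1858 genes had a different change, 1088 with a higher value in J82 and 770 with a lower one. For CD44v6 against parental cells 24 genes did, 12 in each direction, which became 22 and 9 with median-of-ratios size factors and 21 and 10 with upper-quartile scaling. Without RT-112 parental replicate 2 the count was 3, and without J82 CD44v6 replicate 3 it was 217. For CD44v6 against CD44 High 1 gene, CDH1, passed (difference 1.61, SE 0.21, adjusted p = 0.0034), named here after its value was seen. CDH1 was at 0.513 ± 0.0357 CPM in J82 CD44 High and 1.78 ± 0.165 CPM in J82 CD44v6 (9 to 12 and 27 to 40 counts), and at 304 ± 23.7 and 341 ± 1.18 CPM in RT-112. Without replicate 2 of RT-112 CD44 High, 395 genes passed in that comparison. CD44 did not differ between the lines for CD44 High against CD44 Low (-0.20, SE 0.23, adjusted p = 0.692), CD44v6 against parental cells (0.35, adjusted p = 0.525) or CD44v6 against CD44 High (0.05, adjusted p = 1).

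The 6 lists of genes, fixed before the data were examined, were tested in 3 comparisons per line, which made 36 tests with the camera set test. Of these, 3 had an adjusted p under 0.05, all in RT-112. The basal urothelial list (17 genes) was higher in CD44 High than in CD44 Low, with a median log2 fold change of 0.71 (adjusted p = 0.000578), and higher in CD44v6 than in parental cells, with a median of 0.18 (adjusted p = 0.042). The luminal urothelial list (17 genes) was lower in CD44 High than in CD44 Low, with a median of -0.45 (adjusted p = 0.000578). In J82 the smallest adjusted p was 0.137 for the basal list (10 genes) and 0.392 for the luminal list (7 genes). The stem-like list came to 0.051 in RT-112 CD44v6 against parental cells (8 genes, median 0.16). For the other 3 lists the smallest adjusted p over the 6 tests was 0.331 (epithelial), 0.169 (mesenchymal) and 0.539 (drug and platinum handling). With the correlation between genes estimated from the data no list passed. The fry test asks whether a list changed at all, whereas camera compares its change with that of the other genes. A pass in fry therefore answers a different question. With fry the 2 lists in RT-112 CD44 High against CD44 Low passed. The basal list in RT-112 CD44v6 against parental cells did not (adjusted p = 0.0777), and 3 further tests passed in J82. These were the basal list, higher in CD44v6 than in parental cells (median 0.37, adjusted p = 0.00571) and in CD44 High than in CD44 Low (median 0.23, adjusted p = 0.000193), and the luminal list in CD44 High against CD44 Low (adjusted p = 0.0127). The luminal list was higher in J82 CD44 High (median 0.15), opposite to its direction in RT-112. Of the list genes, 30 of 77 were called in J82 CD44 High against CD44 Low and 37 of 93 in RT-112. Adjusted over the list alone, the counts were 38 and 45. For CD44v6 against parental cells the counts were 5 and 2, or 8 and 6 adjusted over the list alone. For CD44v6 against CD44 High they were 0 and 0, or 1 and 0 adjusted over the list alone.

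Some list genes were called in both lines for CD44 High against CD44 Low. TGFB1, ITGA6, RRM1 and RRM2 were higher in CD44 High in both lines and KRT17 was lower in both. ITGA6 was higher by 1.10 in J82 and by 1.03 in RT-112. RRM2 was higher by 0.75 and 0.74, RRM1 by 0.60 and 0.34, and TGFB1 by 1.15 and 0.52. For KRT17 the change was -1.45 in J82 and -0.65 in RT-112. KRT17 belongs to the basal list, whose median was higher in CD44 High in both lines, so this gene went against its list. PPARG, ERBB3 and ABCG2 were higher in J82 (1.18, 0.60 and 0.82) and lower in RT-112 (-0.26, -0.44 and -0.78), and ITGB4 was lower in J82 (-1.35) and higher in RT-112 (0.91). The RT-112 calls of PPARG and RRM1 (adjusted p = 0.0499 and 0.0436) were lost in 5 of the 6 fits with one replicate left out, and that of TGFB1 in 3. The J82 call of ABCG2 was lost in 4. The J82 call of ITGB4 (adjusted p up to 0.057) and the RT-112 call of ERBB3 (up to 0.0521) were each lost in 1.

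**Figure D4:**
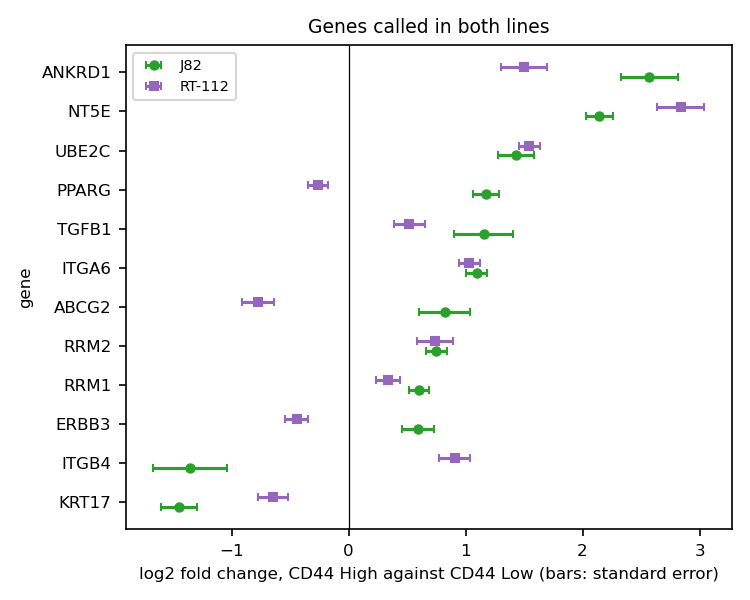
Log2 fold changes of CD44 High against CD44 Low, with standard errors, for list genes called in both lines and for NT5E, ANKRD1 and UBE2C; circles are J82 and squares RT-112. PPARG, ERBB3, ABCG2 and ITGB4 lie on opposite sides of 0 in the 2 lines, and ITGA6 lies at 1.10 and 1.03.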

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

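The results in this part stand out because the change under one comparison differed between J82 and RT-112 in a test of that difference. The tests of library depth, of GC content and length, and of genes near the count floor were set before their results were seen.

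CD44 High against CD44 Low differed between the lines in 1858 genes. In 1 of 40 splits of the libraries within each line, the real one, the count was as large; the largest other count was 596. With all 24 libraries thinned to the smallest total in a single random draw, 1841 genes passed, which argues against library depth. With each library's trend on GC content and transcript length as an offset, 2259 genes passed, against 1848 for the same genes without the offset. Of the 1858 genes, 69.9% had an average log2 CPM of at least 3 in both lines, against 50.5% of all genes tested, so genes near the count floor in 1 line do not make up most of them. A difference between the cell lines in what goes with the CD44 level is a hypothesis that stays open, as does a difference in how the CD44-defined lines were derived, which was not tested. Genes from runs of neighbours that shifted in 1 line, described below, may be among the 1858, and their share was not counted.

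CD44v6 against parental cells differed in 24 genes, and 1 of 40 splits, the real one, gave as many. The largest other count was 10. With thinned libraries 27 genes passed, with the GC and length offset 87 (28 for the same genes without it), and 79.2% of the 24 genes had an average log2 CPM of at least 3 in both lines. None of these argues for depth, GC content or low counts as the whole cause. The count of 24 was sensitive to single libraries, from 3 without RT-112 parental replicate 2 to 217 without J82 CD44v6 replicate 3. CD44v6 against CD44 High differed in 1 gene, CDH1, and 28 of 40 splits within the lines gave at least 1, so that count is no more than other groupings of these libraries give.

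Some of the genes named by the rule had a different change between CD44 High and CD44 Low in the 2 lines, given here as the log2 difference of J82 minus RT-112. For PPARG (1.47), ERBB3 (1.06), ABCG2 (1.63) and ITGB4 (-2.24) the direction itself was opposite. PPARG and ERBB3 belong to the luminal list and ITGB4 to the basal list. In J82 ITGB4 had 36 to 72 counts in CD44 High and 96 to 174 in CD44 Low, whereas in RT-112 it had at least 3745 in every CD44 Low library, so its J82 change rests on few counts. For CDCP1 (2.48) and ANKRD1 (1.09) the rise in CD44 High was larger in J82 than in RT-112. For KRT17 (-0.77) the fall was larger in J82, and for CD109 (-2.79) the rise was larger in RT-112.

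For RFLNA (6.58) and DHRS2 (4.06) the difference cannot be read as a size. RFLNA had at most 10 counts in any RT-112 library and was not tested there, and DHRS2 had at most 48 in any J82 library, with 0 in one of the CD44 High libraries. A fitted fold change at such counts depends on the prior count. For these genes low expression in 1 line is a possible explanation of the size, while over all 1858 genes the share above an average log2 CPM of 3 in both lines was 69.9%.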

How the results depend on the processing

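The counts of called genes moved with the setting more than the direction of single results did. CD44 kept its direction and its side of the threshold under both other scalings, both other filters and the fit on all 24 libraries in each of the 12 comparisons. With DESeq2 and with fits of only the 2 groups compared, CD44 in RT-112 CD44v6 against parental cells passed (0.47, adjusted p = 0.0484, and 0.46, adjusted p = 0.0326). In J82 CD44v6 against parental cells it no longer passed in the latter fit (0.85, adjusted p = 0.0866). The causes of these changes were not tested unless stated.

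DESeq2 gave more genes in the comparisons with parental cells: 1454 for CD44 Low, 900 for CD44 High and 1007 for CD44v6 in J82, and 957, 277 and 578 in RT-112. It gave 77 (J82) and 2 (RT-112) genes for CD44v6 against CD44 High. It shared 233, 60 and 89 same-sign genes between the lines against parental cells, and gave line differences of 453 genes (328 higher, 125 lower) for CD44v6 against parental cells and 64 for CD44v6 against CD44 High. Fits of only the 2 groups compared gave 1501 (820 higher, 681 lower), 1350 and 148 genes against parental cells in J82 and 1126, 43 (11 higher, 32 lower) and 953 (237 higher, 716 lower) in RT-112, 636 for CD44v6 against CD44 Low and 1 for CD44v6 against CD44 High in J82, and 1171 for CD44 High against CD44 Low in RT-112. All 24 libraries in one fit gave 740 and 237 genes for CD44v6 against parental cells in J82 and RT-112, and 5 for CD44v6 against CD44 High in J82. For RT-112 CD44 High against parental cells that fit gave 40 higher and 27 lower. The filter of a mean of at least 50 counts gave 34 higher and 20 lower there, and the main fit 39 and 41. The split between higher and lower genes in that comparison therefore depended on the setting. Without a filter on low counts, CD44v6 against parental cells gave 253 and 60 genes, and CD44v6 against CD44 Low shared 169 same-sign genes.

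Requiring a log2 fold change of at least 1 leaves fewer genes by construction. In J82 it left 228, 146 and 135 genes against parental cells, 716 for CD44 High against CD44 Low and 513 for CD44v6 against CD44 Low. In RT-112 it left 122 (28 higher, 94 lower), 44 (10 higher, 34 lower), 48 (8 higher, 40 lower), 497 and 485. Same-sign genes in both lines were then 13, 5 and 3 against parental cells, 40 for CD44 High against CD44 Low and 24 for CD44v6 against CD44 Low. Line differences were 14 genes for CD44v6 against parental cells and 826 for CD44 High against CD44 Low. Replicates 1 and 2 of J82 alone, a fit chosen after seeing the data, gave 561, 232 and 239 genes against parental cells, 1548 and 699 for CD44 High and CD44v6 against CD44 Low, and 1 for CD44v6 against CD44 High, from fewer samples.

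With a replicate block, CD44 kept its call in all 12 comparisons. The block gave 303 genes for RT-112 CD44 Low and 58 for RT-112 CD44v6 against parental cells, and a line difference of 2 genes for CD44v6 against CD44 High. In RT-112 no comparison had all 3 same-numbered pairs of libraries correlate over 0.1. In CD44 High against CD44 Low replicates 2 and 3 did (0.24 and 0.22) and replicate 1 did not (-0.01), so a pairing there stays open. In J82 CD44 High against CD44 Low, where all 3 pairs did, the block gave 2710 genes, of which 2383 were among the 2508. It changed the call of 2 of the 64 results for single named genes and of no list.

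Each comparison was refitted 6 times with one replicate left out. The counts against parental cells then ran from 312 to 965 (CD44 Low), 122 to 349 (CD44 High) and 32 to 1120 (CD44v6) in J82, and from 142 to 798, 18 to 196 and 25 to 55 in RT-112. CD44 High against CD44 Low ran from 1578 to 2278 in J82 and 1230 to 3091 in RT-112, CD44v6 against CD44 Low from 1024 to 1695 and 1004 to 2239, and CD44v6 against CD44 High from 0 to 2 and 0 to 431. CD44 fold changes in J82 ran from -0.77 to -0.60 for CD44 Low against parental cells, where all 6 fits lost the call, from 0.63 to 0.79 for CD44 High, where all 6 did, and from 0.58 to 1.01 for CD44v6, where 3 did. CD44 in CD44v6 against CD44 High changed sign in J82 without CD44v6 replicate 2 (-0.13; range -0.13 to 0.30), and in RT-112 without CD44 High replicate 2 (-0.056) and without CD44v6 replicate 1 (-0.065; range -0.065 to 0.18), with no call in any fit. Same-sign genes in both lines ran from 52 to 135, 1 to 23 and 4 to 19 against parental cells, 249 to 457 for CD44 High and 154 to 285 for CD44v6 against CD44 Low. Opposite-sign genes ran from 1 to 11, 0 to 1 and 0 to 0 against parental cells, and from 81 to 203 and 39 to 125 against CD44 Low. Line differences ran from 3 to 217 for CD44v6 against parental cells, 1229 to 2040 for CD44 High against CD44 Low and 1 to 395 for CD44v6 against CD44 High.

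The number of lists past the threshold was 0 with the correlation estimated and 5 with fry, and 3 in each fit that left out one replicate number. These were not always the same 3, since the basal list in RT-112 CD44v6 against parental cells lost its call in 2 of the 3 fits (adjusted p up to 0.253). That list also lost it with the filter of a mean of at least 50 counts (adjusted p = 0.0717). Among the results for single named genes, no direction changed under any alternative run; calls were lost in 3 results on all 24 libraries, 3 without a filter, 7 with only the 2 groups and 59 of 384 fits with one library left out. The self-test called 56.0% and 64.0% of genes changed by 1 on the log2 scale, so smaller differences between CD44v6 and CD44 High can be missed at 3 replicates per group.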

Other observations

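Of the tests in this part, those of random gene order, of scaling, of the shared difference in replicate 3 and of WDR74 were chosen after the pattern was seen; the held-out lists, the GC, the single-library and the split tests were set before their results were seen.

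The division into groups was compared with the other divisions of the same libraries. For each comparison of 3 libraries with 3 there are 10 splits, too few to reach a share under 0.05. In J82 the real split alone gave as many genes, 1 of the 10 splits of the 6 libraries, for CD44 Low, CD44 High and CD44v6 against parental cells and for CD44 High and CD44v6 against CD44 Low. The largest count from another split was 129, in CD44v6 against CD44 Low, and 1 or 0 in the other 4. In RT-112 it was likewise 1 of the 10 splits in each of these 5 comparisons, with at most 1 gene in any other. For CD44v6 against CD44 High, 10 of the 10 splits gave at least 0 genes in both lines, which decides nothing. There, in RT-112, the split that set CD44 High replicate 2 and CD44v6 replicates 2 and 3 against the others gave 703 genes. Of 100 arrangements of the groups within each line, 26 passed at least 3 of the 36 list tests, so 3 lists are no more than other arrangements give; the 2 tests in RT-112 CD44 High against CD44 Low kept their calls in the 3 fits that each left out one replicate number, with adjusted p up to 0.00229 (luminal) and 0.0114 (basal). The third, the basal list in RT-112 CD44v6 against parental cells, lost its call in 2 of them.

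TNFAIP3, CSRNP1, KLF10, CXCL8 and NR4A1 are genes of the immediate-early and stress response. A list of other immediate-early genes that had not been looked at was tested for the mean of the 3 CD44-defined groups against parental cells, with camera p-values adjusted over all 56 tests of held-out lists. The adjustment was put in after the unadjusted values had been seen. In J82, 22 of 23 genes were higher, with a median log2 fold change of 0.98 (adjusted p = 1.74e-21). In RT-112, 16 of 21 were higher, with a median of 0.45 (adjusted p = 2.73e-10). With fry both passed (adjusted p = 0.00267 and 0.00579), and with the correlation between genes estimated from the data neither did (adjusted p = 0.128 for both). With that correlation none of the 56 tests passed after adjustment. Scaling between libraries moved the median of all genes by at most 0.0353, so it cannot account for the rise. No difference in the list was detected between CD44 High and CD44 Low in J82 (adjusted p = 0.603) or RT-112 (adjusted p = 0.277). A state that the CD44-defined lines share may explain the rise, and so may a difference in how parental and other cells were handled before lysis. Neither explanation was tested.

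UBE2C and the RRM genes were higher in CD44 High than in CD44 Low in both lines. Held-out mitosis genes were higher too, 20 of 23 in J82 with a median of 0.53 (camera adjusted p = 3.66e-08) and 21 of 23 in RT-112 with a median of 0.54 (adjusted p = 2.23e-07). For held-out DNA replication genes no difference was detected between CD44 High and CD44 Low (adjusted p = 0.836 in J82 and 0.431 in RT-112). With the estimated correlation the mitosis values rose to adjusted p = 0.324 and 0.43, while fry gave adjusted p = 0.00481 and 0.0159. Against parental cells the mitosis genes had a median of -0.37 in CD44 Low in both lines, and of 0.13 in J82 and 0.08 in RT-112 CD44 High. In J82 the mitosis genes were also lower in CD44v6 than in CD44 High, with a median of -0.36 (camera adjusted p = 2.17e-12, fry adjusted p = 0.0186), although no single gene was called in that comparison. DNA replication genes went the other way there, with 18 of 20 higher and a median of 0.21 (camera adjusted p = 5.24e-06, fry adjusted p = 0.0637). Against parental cells 1 of 23 mitosis genes was higher in J82 CD44v6, with a median of -0.22 (camera adjusted p = 4.03e-05, fry adjusted p = 0.0815). In RT-112 no difference in mitosis genes was detected for CD44v6 against CD44 High (10 of 23 higher, median -0.05, camera adjusted p = 0.566) or against parental cells (15 of 23 higher, median 0.17, camera adjusted p = 0.12). A lower share of cells in mitosis in CD44 Low of both lines and in J82 CD44v6 is a possible explanation and was not tested. ANKRD1 and NT5E raised the question of YAP and TEAD target genes. A held-out list of these was higher in CD44 High than in CD44 Low in RT-112 (17 of 21 genes, median 0.35, camera adjusted p = 0.0144, fry adjusted p = 0.00267, and 0.128 with the estimated correlation). In J82 no difference was detected (11 of 22 genes, camera adjusted p = 0.725). The difference between the lines was not tested for this list.

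Genes that neighbour each other shifted together between CD44 High and CD44 Low. Genes in RefSeq order (GRCh38.p14) were cut into blocks of 40, and blocks whose median shift passed a limit from 1000 random gene orders were joined into runs. In J82, 15 of 245 blocks passed the limit of 0.24 and in RT-112, 26 of 241 passed 0.21. The share of random orders with as many was 0.001 in both lines, the smallest that 1000 orders can give. The longest J82 run, 280 genes from PLPP2 to ZNF90, was lower in CD44 High by a median of -0.36, with 94.6% of its genes on that side; 35.7% of its genes were called against 19.7% elsewhere. The longest RT-112 run, 200 genes from WASH7P to MED18, was higher by 0.51, with 90.5% of its genes on that side and 66.5% called. After a fit on GC content and transcript length the shifts were -0.38 and 0.46, which argues against those as the cause. The CD44 High and CD44 Low libraries did not overlap in these runs, with a gap of at least 0.34 in J82 and 0.28 in RT-112, so no single outlying library made them. Both runs also lay past the limit in CD44 High against parental cells, at -0.24 for a J82 run from PLPP2 to ZNF607 and at 0.27 in RT-112. The RT-112 run was likewise past it in CD44 Low against parental cells, at -0.26, and in CD44v6, at 0.23, so the shift did not lie in CD44 High alone. In J82 the part of the run from RAB11B to TRMT1 was past the limit in CD44 Low against parental cells, at 0.22. Differences in DNA copy number between the CD44-defined lines are a candidate explanation, as is regulation over a long stretch. No copy number data were analysed here, so both stay open.

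Small nuclear RNA genes were lower in replicate 3 of each CD44-defined J82 group. Their summed level was 1030 and 1011 CPM in replicates 1 and 2 of J82 CD44 Low and 208 CPM in replicate 3. In CD44v6 the values were 820, 694 and 140 CPM, and in parental cells 447, 431 and 279 CPM. The mean of replicates 1 and 2 was 3.97 to 5.42 times replicate 3 in the CD44-defined groups. For total counts the same ratio was at most 1.15, so depth is not the cause. A library batch remains possible. The difference of replicate 3 from the others correlated across 9908 genes at 0.58 between CD44 Low and CD44v6, but at 0.23 between CD44 Low and CD44 High and at 0.21 between CD44 High and CD44v6, so the bar of 0.3 for each pair, set before this measure was computed, was missed. With parental cells it lay between -0.03 and 0.05. Leaving the batch open rests on the other pairs lying above these, a criterion chosen after the result was seen. A batch and a difference between replicate cultures cannot be told apart, since the labels give no batch. With only replicates 1 and 2, J82 CD44 High against CD44 Low gave 1548 genes.

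WDR74 was lower in RT-112 CD44v6 than in parental cells (-1.98, SE 0.26, adjusted p = 0.00399). It overlaps a small nuclear RNA gene in GENCODE 29. Over the 12 libraries of a line its log2 CPM followed that of RNU2-6P, with Pearson r 0.976 and Spearman rho 0.965 in J82 and 0.976 and 0.951 in RT-112 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give; adjusted p = 1e-05 over the 2 lines). Without the 2 libraries farthest from the median r was 0.969 and 0.99, and within groups it was 0.992 and 0.871. Reads of small nuclear RNA counted for WDR74 are a possible source of its change, given the smaller rho of 0.951. RNU2-6P was not shown to be the overlapping gene, and a correlation cannot tell such reads from a change that both genes share.

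ESRP1 and ESRP2 encode splicing regulators of CD44 variant exons. ESRP1 had 0 counts in every J82 library, which allows at most 0.179 CPM, and 202 to 252 CPM in RT-112 libraries. ESRP2 had 1.25 to 2.79 CPM in J82 and 34.5 to 51.6 CPM in RT-112. Neither gene differed in any of the 6 comparisons of RT-112, where the smallest adjusted p was 0.657 for ESRP1 and 0.221 for ESRP2. XIST was at most 0.414 CPM in J82 libraries and at least 79.3 CPM in RT-112 libraries, so the line named on each library goes with its counts.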
